A study of Mus musculus with 2 samples. Its data were reported in "Elevated H3K79 homocysteinylation causes abnormal gene expression during neural development and subsequent neural tube defects" (2018).

How the data were processed

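Total RNA of NE4C cells was sequenced in 1 library from a normal culture (control) and 1 from a culture treated with HTL. The groups were taken from the sample titles. The labels give neither the dose nor the duration of the treatment. Per the labels, libraries were made with an Illumina TruSeq kit and sequenced with BGISEQ protocols. Per the study's methods, the authors mapped clean reads to the mouse genome and genes and estimated reads per gene with RSEM. The mapper, the software versions, the genome build, the annotation release and the use of strand are not stated. The authors deposited a single table with estimated counts, FPKM, a log2 ratio, a p-value and an FDR per gene. The estimated counts in the deposited table are RSEM's, not normalized. Because RSEM splits reads between similar genes, 21.8% of control values and 20.2% of HTL treatment values were fractional. The deposited FPKM values are scaled by the authors to transcript length and library size, and their lowest value was 0.01. The log2 ratio in the authors' deposited table equals the log2 of the FPKM ratio, so a gene with 0 reads in a library has a ratio set by that lowest value. How the authors computed the deposited p-value is not stated. A Poisson method is named only in a supplementary legend, for RT-qPCR data. The deposited FDR lay within 5% of p times the number of genes divided by rank for 100% of genes. The transcript length in the deposited table is in bases.

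The estimated counts were rounded to whole numbers, which left 10350665 control and 9102076 HTL treatment reads. Genes with at least 10 reads in both libraries together were tested (13442; 3361 were left out). The two-sided exact conditional binomial test compared the reads of a gene with the library totals, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.001 and an absolute log2 ratio of at least 1, which are the cutoffs of the study's methods. For log2 ratios, 0.5 read, scaled to the library totals, was added to each library. The 95% intervals came from the exact Clopper-Pearson interval of the HTL treatment library's share of a gene's reads. Reads without molecular identifiers are not independent molecules, so tests, intervals and floors cover counting error only. Such a test compares these 2 libraries, not the conditions. The quasi-likelihood test of edgeR and DESeq2 could not be fitted without replicates. Against a library with 3 or fewer reads, a fold was computed against 3 reads and given as a bound.

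The genes named were the 5 largest rises and the 5 largest falls among called genes with a mean of at least 100 reads, ranked after counts below 3 were set to 3. To these were added the genes of the study's own lists and, from each other list, the members with the largest called rise and the largest called fall. This rule, the tests, the 19 gene lists and the alternatives were fixed before the data were examined, with 1 qualification. The supplementary material of the study had been read by then, including a few rows of expression values and a chart of the study's genes. The study's 5 lists, the floor of 3 reads in the naming rule and the summing of near-identical genes were therefore not chosen blind. The 4 lists added later, the length comparison and the tests of near copies and repeats were chosen after values had been seen. Of those lists, the one of 18 hypoxia-inducible genes was written after other hypoxia genes had been seen, but before the values of its own members. The median of each list was placed among 10000 random lists of the same size drawn from 20 bins of mean expression. The alternative matching on length used 10 bins of expression by 10 bins of length. Process terms with 20 to 500 genes tested were treated the same way, with terms as the table gives them. The terms named are the 5 lowest, the 5 highest and those whose name holds neural tube or nervous system development. Terms listed without a name were at first left out, and were included after the first counts had been seen.

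Alternatives were TMM, median of ratios and upper quartile scaling, no filter on low counts (at least 1 read), a mean of at least 50 reads, 5 reads added, the ratio of FPKM + 1, other cutoffs, matching on length, and edgeR's exact test with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4. In another, genes with the same orthology entry and the same protein description or symbol family were summed. That rule is wide: 4223 genes fell into 1602 sets.

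The tests were checked on simulated counts for 16803 genes with 200 changed genes. The binomial test called 200 of the changed genes and 0 unchanged genes, and of 200 random lists 5.50% lay outside the middle 95%. On the same counts, edgeR's exact test called 200 changed genes at an assumed coefficient of variation of 0.1, 141 at 0.2 and 0 at 0.4, over 13407 genes tested. The last setting therefore has little power for changes of this size.

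Gene coordinates and gene spans were taken by symbol from the GENCODE annotation of NCBIM37, the build of the mouse genome that the study names for its ChIP-seq. They describe the genes and were not used to count reads. A unique annotated gene was found for 15852 of the table's genes. Among genes tested, 96.1% had a span and 92.9% a GC content from the transcript nearest in length. Symbols of older names were matched through a RefSeq gene table (GRCm38.p6), whose coordinates were not used. Transcripts of the 20 most abundant genes by reads were compared with the genome with BLAST+ 2.17.0, keeping matches of at least 200 bases and 85% identity. Of the 46 genes that the naming rule gives, not all of which are printed, 12 had a fractional estimated count and 9 had exons that overlap another annotated gene. The other software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 (size factors only). ChIP-seq of the study was not analysed here.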

Results

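RNA was sequenced from cultures of NE4C, an established mouse neural stem cell line. One condition was the normal culture (control). The other was a culture treated with homocysteine thiolactone (HTL), a reactive cyclic form of the amino acid homocysteine that can attach to lysine residues of proteins. Each condition had 1 library, so no difference below has a replicate check, and intervals and tests cover counting error between these 2 libraries only. The table held 16803 genes, with 10350668 estimated reads in the control library and 9102073 in the HTL treatment library. The 10 most abundant genes took 9.17% of the control reads and 9.07% of the HTL treatment reads. In the control library 611 genes were at 0 reads, and in the HTL treatment library 1209. A count of 0 allowed up to 3 reads, which was 0.29 CPM in the control library and 0.33 CPM in the HTL treatment library.

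The first comparison asked which genes differed in level between the HTL treatment and control libraries. A total of 13442 genes had at least 10 reads in both libraries together and were tested with a two-sided exact binomial test on the reads. Of these, 1450 had an adjusted p of at most 0.001 and an absolute log2 ratio of at least 1, which was 10.8% of the genes tested. The level was higher after HTL in 378 of them and lower in 1072. The median log2 ratio of all genes tested was -0.14, so the share of lower calls depended on the scaling. Scaling by edgeR's TMM raised log2 ratios by 0.13 and gave 552 higher and 800 lower calls. The median of ratios raised them by 0.14 and gave 559 higher and 788 lower calls, and the upper quartile raised them by 0.09 and gave 498 higher and 860 lower calls. The choice that moved the count most was the error assumed between cultures, which these libraries cannot measure. With an assumed biological coefficient of variation of 0.2 in edgeR's exact test, 120 genes passed the same cutoffs, and with 0.4, 6 genes passed. For comparison, pairs of libraries were simulated without any change between the conditions. The binomial test then made a median of 3 calls at a coefficient of variation of 0.1, 261 at 0.2 and 2713 at 0.4, over 5 draws each.

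In the authors' deposited table, 1452 genes passed an absolute log2 ratio of at least 1 and an FDR of at most 0.001. Of these, 381 were higher and 1071 lower in the HTL treatment library. Both sets of calls shared 1424 genes, all in the same direction; 28 genes passed only in the authors' deposited table and 26 only in the test on the reads.

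The largest rises and falls were taken among called genes with a mean of at least 100 reads. Hspa5 (gene ID 14828; NCBIM37 chromosome 2, 34627490 to 34632051, plus strand) had 6184 reads in the control library and 59487 in the HTL treatment library. Its log2 ratio was 3.45 (95% interval 3.41 to 3.49, exact Clopper-Pearson). Txnip had 23 and 621 reads, a log2 ratio of 4.91 (4.34 to 5.61). Trim66 had 12 and 221 reads, a log2 ratio of 4.33 (3.55 to 5.36), and Klf10 had 71 and 706 reads, a log2 ratio of 3.49 (3.15 to 3.87). Gm13363 was at 0 reads in the control library and 300 in the HTL treatment library, at least 114-fold higher. It shares its orthology entry and its best protein match with Ptp4a1, so its reads are uncertain. Ptp4a1 had 1327 and 1861 reads, and with both genes summed the log2 ratio was 0.89, short of the cutoff. Among the falls, Bnip3 (gene ID 12176; chromosome 7, 146082519 to 146101202, minus strand) had 1638 reads in the control library and 136 in the HTL treatment library, a log2 ratio of -3.40 (-3.67 to -3.15). Stc1 had 201 and 18 reads, a log2 ratio of -3.26 (-4.08 to -2.60). The long non-coding gene A930024E05Rik had 270 and 23 reads, a log2 ratio of -3.34 (-4.05 to -2.75), and it overlaps exons of Kdm2b on the opposite strand. The zinc finger gene 0610010B08Rik had 320 reads in the control library and 0 in the HTL treatment library, at least 93.8-fold lower. It shares its best protein match with 7 other genes of the table, so its reads are uncertain. The same holds for NM_001324422, a transcript listed without a symbol (284 and 0 reads, at least 83.2-fold lower), which shares its best protein match with Gm14322.

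**Figure D1:**
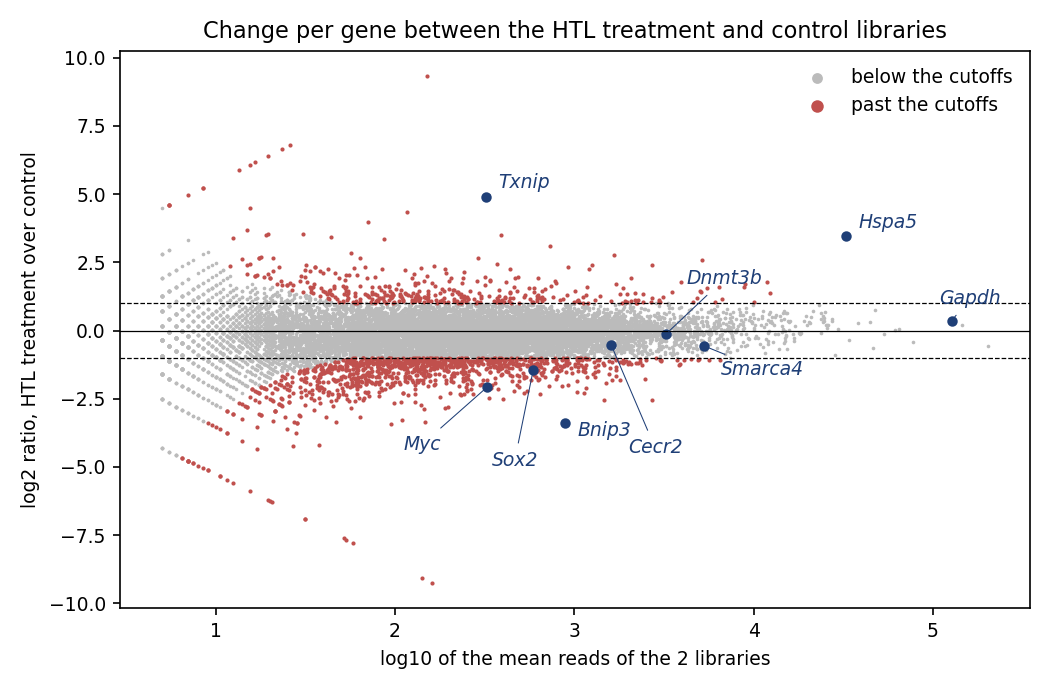
Log2 ratio of the HTL treatment over the control library (vertical axis) against log10 of the mean reads of both libraries (horizontal axis), 1 point per gene tested, with the 1450 genes past the cutoffs in red, 9 genes marked by name in blue, and the log2 cutoffs of 1 and -1 as dashed lines. Hspa5 lies at 3.45, Smarca4, Cecr2 and Dnmt3b lie inside the dashed lines, and more genes past the cutoffs lie below 0 (1072) than above it (378).

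The study asked whether the neural tube closure genes Smarca4, Cecr2 and Dnmt3b were lower after HTL. Smarca4 (gene ID 20586; NCBIM37 chromosome 9, 21420613 to 21508674, plus strand), which encodes the ATPase of the BAF chromatin remodelling complex, had 6657 reads in the control library and 3954 in the HTL treatment library. Its FPKM values were 99.8 and 67.3, and its log2 ratio was -0.57 (95% interval -0.62 to -0.51). Cecr2 (gene ID 330409; chromosome 6, 120616387 to 120721208, plus strand), a bromodomain gene, had 1996 and 1217 reads and a log2 ratio of -0.53 (-0.63 to -0.42). Dnmt3b (gene ID 13436; chromosome 2, 153475186 to 153513466, plus strand), a DNA methyltransferase, had 3597 and 2877 reads and a log2 ratio of -0.14 (-0.21 to -0.066). None of the 3 reached an absolute log2 ratio of 1. By the exact binomial test, all 3 had an adjusted p of at most 0.001 over all genes tested, as they had adjusted over the list alone. The study chose these genes by ChIP-seq peaks in the same cell line and reported their levels in these libraries. The count over the list is therefore not independent evidence. By RT-PCR, the study also reported lower levels of these genes in HTL-treated NE4C cells. That assay does not use the sequencing libraries and was not analysed here. Relative to the median gene tested, the log2 ratio was -0.43 for Smarca4, -0.39 for Cecr2 and 0.00071 for Dnmt3b. By the exact binomial test with Benjamini-Hochberg adjustment, the adjusted p was 1.24e-85 for Smarca4, 3.06e-23 for Cecr2 and 0.00042 for Dnmt3b. For Dnmt3b it was 0.906 under TMM, 1.0 under the median of ratios and 0.316 under the upper quartile. With an assumed biological coefficient of variation of 0.1, edgeR's exact test with Benjamini-Hochberg adjustment gave 0.0279, 0.0480 and 0.685. With 0.2 it gave 0.546, 0.586 and 0.941, and with 0.4 it gave 1.0 for each.

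Log2 ratios fell with transcript length. Across the 13442 genes, which are not independent replicates, Spearman's rho between length and log2 ratio was -0.180. Sorted into 10 equal bins by length, genes had a median log2 ratio of 0.14 in the shortest bin and -0.38 in the longest. Smarca4 (6371 bases) and Cecr2 (9213 bases) lie in the longest bin. Among the 500 genes nearest in length and expression, Smarca4 stood at percentile 20.6, Cecr2 at 36.6 and Dnmt3b at 42.8.

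**Figure D2:**
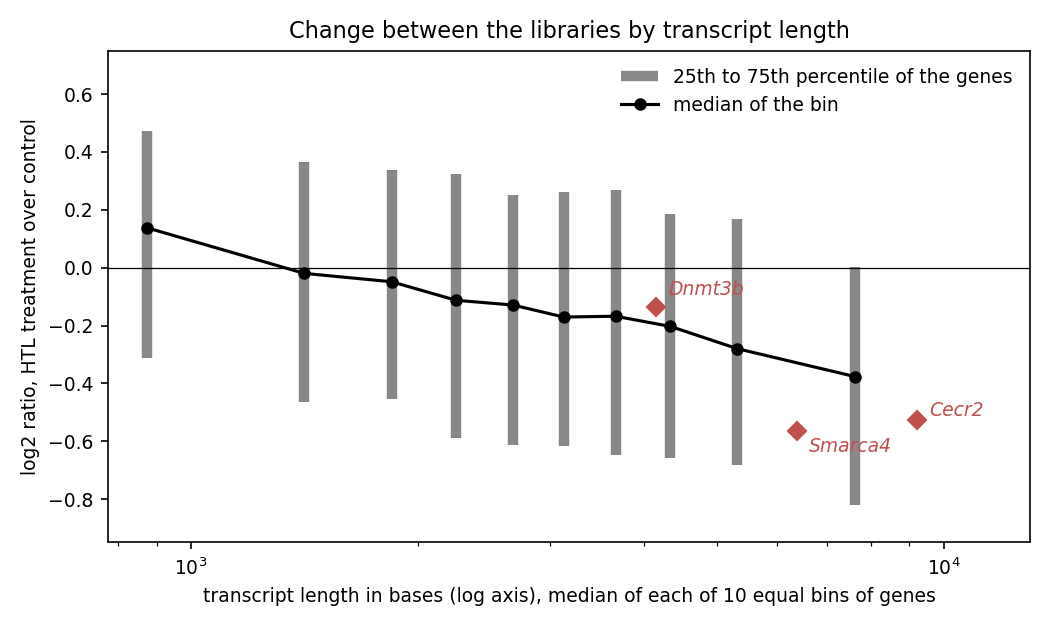
Log2 ratio of the HTL treatment over the control library (vertical axis) against transcript length in bases (horizontal log axis), with the median (black points) and the 25th to 75th percentile (grey bars) of genes in 10 equal bins by length, and Smarca4, Cecr2 and Dnmt3b as red diamonds. The bin median falls from 0.14 to -0.38, and all 3 genes lie inside the range of the grey bars near their length.

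Smarca4-regulated genes of 3 kinds, which the study picked and measured by RT-qPCR, were compared next: Sonic hedgehog (SHH), planar cell polarity (PCP) and self-renewal genes. For each list, the median log2 ratio was placed among 10000 random lists of the same size matched on mean expression. This describes these libraries and is not a test of the conditions. The study presents the SHH, PCP and self-renewal genes as lower after HTL. Its RT-PCR methods state that primers were designed from the sequencing results. The RT-PCR primers listed are only those of Smarca4, Cecr2 and Dnmt3b. Whether the SHH, PCP and self-renewal genes were picked with these libraries in view is not stated. Their percentiles, and counts adjusted over the list alone, are therefore not independent evidence. Smarca4, Cecr2 and Dnmt3b had a median of -0.53, at percentile 5.47, or 18.8 when the random lists were also matched on transcript length. The SHH genes of the study had a median of -1.07, at percentile 0.81. Myc had 538 reads in the control library and 111 in the HTL treatment library, a log2 ratio of -2.09 (-2.40 to -1.79). Ptch1 had a log2 ratio of -1.07 (-1.31 to -0.84) and Ccnd1 of -0.77 (-0.98 to -0.56). The PCP genes Fzd2 and Vangl1 had log2 ratios of -1.13 and -0.86, with a median of -0.996 at percentile 3.34, or 6.33 when also matched on length. Ptch1 and Fzd2 passed the call here, but Ptch1 fell short of the log2 cutoff under each other scaling (-0.94 with TMM) and Fzd2 under TMM and the median of ratios (-0.998 and -0.992). The 7 self-renewal genes of the study had a median of -0.71, at percentile 1.74. Among them Sox2 had 894 and 285 reads, a log2 ratio of -1.46 (-1.66 to -1.27). Pcgf1, Pcgf2, Pcgf3 and Pcgf6 had log2 ratios of -0.88, -0.71, -0.95 and -0.69. Sall4 had a log2 ratio of -0.011 (-0.15 to 0.12), which was above 0 under each other scaling, and Pcgf5 had one of 0.62 (0.17 to 1.07). Of the 7 genes, 4 had an adjusted p of at most 0.001 in the exact binomial test, over all genes as adjusted over the list alone. All 3 SHH genes and both PCP genes did so too. The housekeeping genes Gapdh and Actg1 were 0.37 (0.35 to 0.38) and 0.34 (0.31 to 0.36) higher on the log2 scale, with a median of 0.35 at percentile 82.5. Gapdh shares its best protein match with 9 other genes of the table.

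Lists of other members of the same pathways, which the study did not pick, lay inside the middle 95% of random lists. The median was -0.080 for 12 other SHH genes (percentile 60.4; above 0 under each other scaling), -0.32 for 18 other PCP genes (9.21), 0.062 for 17 other polycomb genes (85.3), -0.19 for 19 other BAF subunits (22.0) and -0.36 for 11 other epigenetic regulators linked to neural tube defects (4.45, or 14.6 when also matched on length). Single members passed the call in both directions. Hhip, an SHH gene, rose by 1.35 and Prickle1, a PCP gene, fell by 1.33 on the log2 scale. The polycomb gene Ezh1 fell by 1.84. The BAF subunit Smarcc2 fell by 1.19. Of the other regulators, Brd2 rose by 1.44 and Smarcc1 fell by 1.09, which under each other scaling was short of the cutoff (-0.96 with TMM).

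Candidate responses to HTL were compared in the same way. The unfolded protein and integrated stress response list had the highest median, 1.72, at percentile 100 of the random lists, whose middle 95% ran from -0.32 to 0.20. Of its 22 genes, 21 were higher in the HTL treatment library under all 4 scalings, and 15 passed the call. The 15 sterol synthesis genes had a median of 0.80 (percentile 100), with Cyp51 up by 2.39. The 13 immediate early genes had a median of 0.37 (99.1), with Atf3, which is also in the stress response list, up by 2.44 and Ier3 at -1.41. Of these genes, 7 were higher and 6 lower. The median is Dusp1, and without Atf3 it would fall between Dusp1 and Zfp36 (-0.045). Random lists were not drawn for the list without Atf3, so its place outside the middle 95% may rest on that gene. The 16 hypoxia and glycolysis genes had a median of -0.39 (percentile 1.5). Of them, 13 were lower and 3 higher, or 10 and 6 under each other scaling. Among the 5 that passed the call, 4 were lower, Bnip3 among them, and Vegfa was up by 1.42. Medians inside the middle 95% were -0.26 for 20 one-carbon metabolism genes (11.4), -0.20 for 8 oxidative stress genes (29.1), -0.015 for 20 cell cycle genes (51.9), -0.42 for 9 neuronal differentiation genes (23.9) and -0.084 for 10 neural stem cell genes (56.0). The medians of the cell cycle and neural stem cell genes were above 0 under each other scaling. Mat2a, which makes S-adenosylmethionine, had 2534 reads in the control library and 385 in the HTL treatment library, a log2 ratio of -2.53 (-2.69 to -2.38). Mthfd2 rose by 1.33 and Hmox1 by 1.12. E2f1 fell by 1.25, Dcx by 1.40 and Sox1 by 1.78, while Dll1 rose by 2.02 and Notch1 by 1.08. Sox1 (48 and 12 reads), Dcx (88 and 29 reads) and Dll1 (24 and 87 reads) rest on few reads. Exons of Txnip, Ccnd1, Vangl1, Sall4, Dll1 and Notch1 overlap an annotated gene on the opposite strand, and those of Actg1 one on the same strand. Mat2a shares its best protein match with Particl. Whether the counting used strand is not stated, so the reads of these genes are uncertain.

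**Figure D3:**
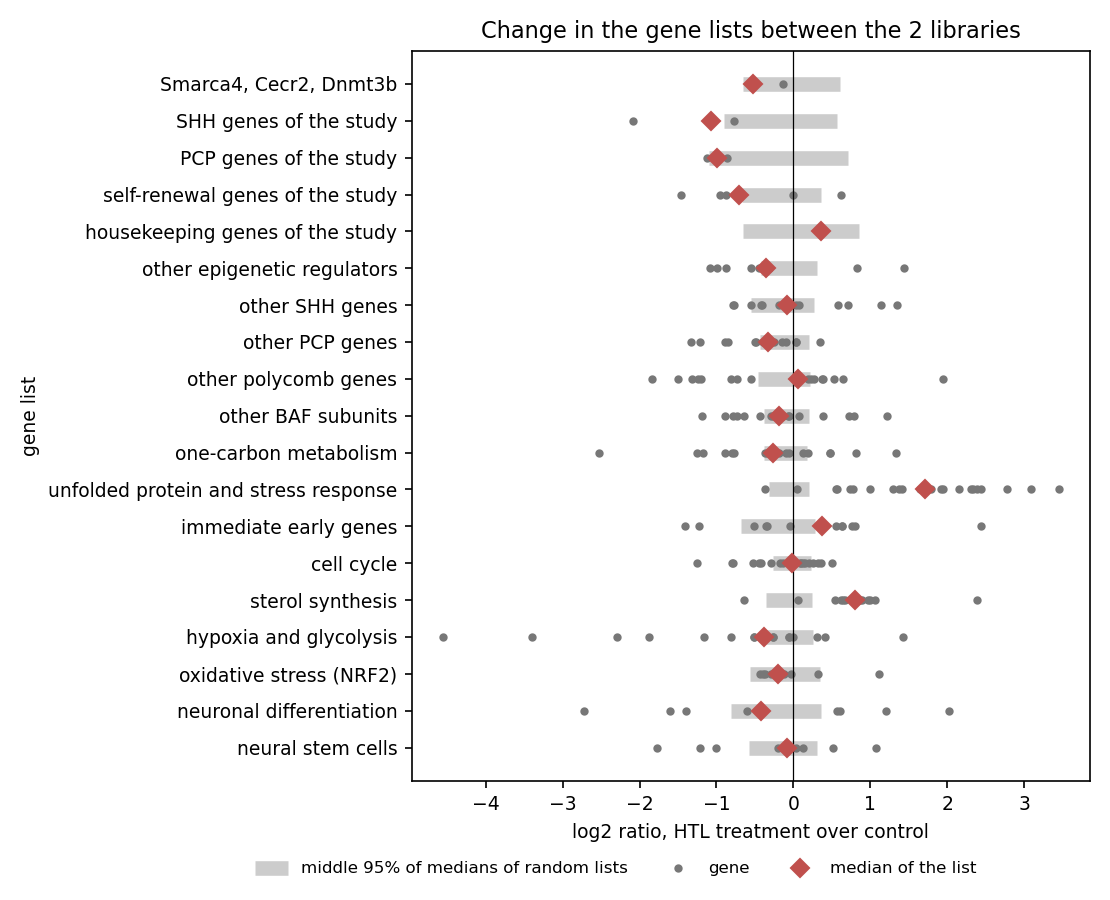
Log2 ratio of the HTL treatment over the control library (horizontal axis) for the genes of each list (grey points), the median of the list (red diamond) and the middle 95% of the medians of 10000 random lists matched on mean expression (grey bar), 1 list per row. The stress response list (median 1.72) and the sterol list (0.80) lie right of their bars, and the SHH genes of the study (-1.07) lie left of theirs.

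The gene ontology process terms of the table were compared last, 493 terms with 20 to 500 genes tested. Above the middle 95% of matched random lists lay 59 terms and below it 6. About 12.3 in each tail would be reached if terms were random draws from all genes tested. Of those 13442 genes, 9305 had a process term, and random lists were not drawn from these alone. A general difference between genes with and without a term could shift the percentiles, so the imbalance is not a test against chance. Terms share genes and are not independent. The highest were the endoplasmic reticulum unfolded protein response (median 0.83 over 21 genes), cholesterol metabolic process (0.54 over 25), steroid biosynthetic process (0.46 over 34), a term listed without a name (0.45 over 65) and cotranslational protein targeting to membrane (0.45 over 80), all at percentile 100. The lowest were DNA metabolic process (-0.24 over 206 genes, percentile 0.30), cellular response to stress (-0.26 over 171, 0.35), histone modification (-0.50 over 20, 0.41), tRNA metabolic process (-0.42 over 51, 0.52) and histone deacetylation (-0.44 over 29, 0.60). Nervous system development had a median of -0.12 over 63 genes (percentile 65.9), above 0 under TMM and the median of ratios. Central nervous system development had one of -0.20 over 140 genes (8.69). The 3 terms named for the neural tube had 1 gene tested each and were not compared.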

Values the study reported

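The study counted a gene as differentially expressed at an absolute log2 ratio of 1 or more and an FDR of 0.001 or less. Of 14 epigenetic regulator genes linked to neural tube defects in the mouse, it found Cecr2, Smarca4 and Dnmt3b among the genes with H3K79Hcy peaks. It detected 7299 H3K79Hcy peaks in 1277 genes. By RT-PCR, it reported lower levels of Smarca4, Cecr2 and Dnmt3b in HTL-treated NE4C cells. It also reported lower levels of their human counterparts by NanoString in fetal brains with neural tube defects.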

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

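No paired analysis was possible because each condition had 1 library, and for the same reason no library was left out. The values of Smarca4, Cecr2 and Dnmt3b relative to genes of similar length and expression were added after the data were seen; the other alternatives were planned.

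The count of 1450 genes (378 higher, 1072 lower) moved by more than 1.5 times under 5 alternatives. The ratio of FPKM + 1 gave 816 genes (241 higher, 575 lower), because the added value shrinks ratios of genes with low FPKM. Without the cutoff on the log2 ratio there were 5195 (1955 higher, 3240 lower), and with an absolute log2 ratio of at least 2 there were 287 (74 higher, 213 lower), as those rules admit more or fewer genes. An assumed biological coefficient of variation of 0.2 gave 120 (38 higher, 82 lower) and one of 0.4 gave 6 (1 higher, 5 lower); in simulation that last setting called 0 of 200 changed genes. Under the other alternatives the count ran from 1127 (coefficient of variation 0.1) to 1912 (adjusted p of at most 0.05), with 1143 when similar genes were summed. Lower calls outnumbered higher ones under each alternative run, from 58.5% of calls under the median of ratios to 83.3% at a coefficient of variation of 0.4. In the authors' deposited table the count of 1452 became 5140 with the FDR alone and 305 with an absolute log2 ratio of at least 2.

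Smarca4 and Cecr2 stayed below 0 under each alternative run. At an assumed coefficient of variation of 0.1, 0.2 and 0.4 the log2 ratios are the same as before (-0.57 for Smarca4, -0.53 for Cecr2, -0.14 for Dnmt3b), and no adjusted p reached 0.001. Dnmt3b also lost it under each other scaling, with log2 ratios of -0.0068 under TMM, -0.00030 under the median of ratios and -0.043 under the upper quartile, because those scalings move the median gene by about as much as Dnmt3b differed. Relative to the 500 genes nearest in length and expression, the log2 ratios were -0.40, -0.18 and -0.072.

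Of the lists, 3 with medians near 0 changed sign with the scaling, which adds a constant to each gene. Other SHH genes went to 0.050 under TMM, 0.056 under the median of ratios and 0.013 under the upper quartile, cell cycle genes to 0.12, 0.12 and 0.079, and neural stem cell genes to 0.045, 0.052 and 0.0089. With a mean of at least 50 reads, the neuronal list went to 0.072 and the hypoxia and glycolysis list to -0.27, inside the middle 95% of random lists; fewer genes are left in them. The same filter gave 10 process terms below the middle 95% and 35 above it. The stress response, sterol and immediate early lists and the SHH and self-renewal genes of the study (not shown to be picked independently of these libraries) stayed outside the middle 95% under each alternative run. None of these alternatives left Atf3 out of the immediate early list. When random lists were also matched on length, Smarca4, Cecr2 and Dnmt3b went from percentile 5.47 to 18.8, the PCP genes of the study from 3.34 to 6.33 and the other epigenetic regulators from 4.45 to 14.6.

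Of 43 single genes and 12 terms, Sall4 changed sign under TMM (0.12), the median of ratios (0.13) and the upper quartile (0.082), and the term nervous system development under TMM (0.010) and the median of ratios (0.017). Under an assumed coefficient of variation of 0.1, 0.2 and 0.4, 7, 26 and 37 genes no longer passed their threshold. With FPKM + 1, 6 did not, with TMM and the median of ratios 3 each, and with the upper quartile 2. The depth limits genes with few reads: the 72 called genes with at most 3 reads in a library have only a bound on their ratio.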

Other observations

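A total of 5 patterns noticed in these libraries were tested on the same data: the length trend, the stress response list, the hypoxia genes, called genes at the floor of 1 library, and the abundance of Cmah and Adarb2. The tests of GC content, of genomic span and of RNA integrity were put in their final form after their values had been seen. The class of ribosomal protein genes was narrowed after its first median had been seen, to leave out genes with similar symbols that encode other proteins. For the comparison of the 3 study genes with genes of similar length, the leave-out of list members, the hypoxia term, the near copies and the repeats, the test was chosen after the result or its parts had been seen.

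Longer transcripts were lower in the HTL treatment library (rho -0.180 across genes, 95% interval over 200 resamples of genes -0.196 to -0.165). Ribosomal protein genes, which are short, were higher (median log2 ratio 0.47, 78 of 80 genes), and zinc finger genes were lower (median -0.49, 342 of 476 genes); both directions held under the other scalings. Without both classes rho was still -0.177, so they are not the whole cause, nor is GC content, given which rho was -0.167. Less transcription through long gene bodies would lower genes with a long genomic span; given transcript length, rho with span was 0.0200, on the other side of 0. RNA integrity or fragment selection that differed between both libraries stays open. Given span, rho with transcript length was -0.164, which restates the trend and is no test of its origin. With 1 library each, this explanation cannot be told apart from a treatment effect on long transcripts. For Cecr2 (percentile 36.6), the 500 genes nearest in length and expression had a median of -0.35. This trend may thus account for part of its lower level in these libraries. A percentile near the middle does not show that the trend is the cause. For Dnmt3b (42.8), the nearest genes had a median of -0.065, no lower than the -0.14 of all genes tested. The trend therefore gives no account of its level, which was that of the median gene and depended on the scaling. For Smarca4 (20.6) the test did not decide.

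The stress response list was higher by a median log2 ratio of 1.72, with Herpud1 at 2.78, Ddit3 at 2.15, Xbp1 at 1.78 and Atf4 at 1.41 beside Hspa5; these 4 genes were picked after their values were seen. The length trend does not explain it: random lists matched on length and expression reached 0.231 at the upper end of their middle 95%. Nor do a few genes, since the median without the 5 highest members was 1.37. A response to HTL, as a reactive compound that modifies proteins, is a hypothesis. A difference in culture or handling other than HTL, such as medium or glucose, cannot be told apart from it with 1 library per condition. The study's methods describe low-serum culture before HTL in complete medium for its work on protein modification. Whether both RNA-seq cultures had the same serum and medium changes is not stated, and this limits the reading of the stress response, sterol and immediate early lists. Txnip and Arrdc4, which rose by 4.91 and 2.67 on the log2 scale, are 2 further genes picked after their values were seen.

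Bnip3, Adm, Pdk1, Ndrg1 and Stc1 were lower (median log2 ratio -3.26, or -2.29 with Adm, at 12 and 0 reads, at its bound). A weaker hypoxia response was tested with 18 other hypoxia-inducible genes listed before their values were seen. Their median was -0.40, at percentile 6.07 of matched random lists, with 10 genes lower and 8 higher. That split counts small differences alike. Pfkfb4 (29 and 29 reads) and Rab20 (19 and 21 reads) count as higher, while Aldoc and Wsb1 rose by 0.89 and 0.82. Among the lower genes, Lox (54 and 29 reads) rests on few reads, while P4ha1 and Egln1 fell by 0.95 and 0.73. The 2 members that passed the call were both lower. Under the alternatives the percentile ran from 2.92 with FPKM + 1 to 9.2 when also matched on length. The threshold set beforehand, the 2.5th percentile, was not reached, which counts against the hypothesis as it was written. The planned hypoxia and glycolysis list lay at percentile 1.5 but holds Bnip3, Adm, Pdk1 and Ndrg1 themselves, and Vegfa rose by 1.42. The term response to hypoxia went the other way, with a median of 0.15 over 53 genes (percentile 99.5). Without the genes first noticed and the stress response list it had 0.17 over 49 genes (99.7). The random lists came from all genes tested, not only those with a process term, so the term's percentiles may be too high. Its median above 0, with 32 genes higher and 21 lower, argues against lower levels of the genes of this term as a whole. A weaker response of some hypoxia-inducible genes stays open, since the 18 genes went both ways. A difference in culture density or handling cannot be told apart from HTL here either, with 1 library per condition.

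Of the 72 called genes with at most 3 reads in 1 of the libraries, 54.2% had a fractional estimated count, against 28.3% of the 1378 other called genes (95% of random sets of 72 lay between 18.1% and 38.9%). Splitting of reads between near-identical copies may thus explain part of these on-off differences. The report's rise of Gm13363 and falls of 0610010B08Rik and NM_001324422 belong to this group.

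By reads, not scaled to transcript length, Cmah was the most abundant gene of both libraries, with 255582 control reads (2.47%) and 152635 HTL treatment reads (1.68%). Adarb2 had 93741 and 61736. Transcripts annotated to Cmah match 6046 places of the NCBIM37 genome, and those of Adarb2 match 1119. The 17 others of the 20 most abundant genes with an annotated transcript match a median of 19 and at most 339. Reads from high-copy repeats inside these transcripts are a candidate explanation of their abundance; a biological explanation was not tested. Their log2 ratios were -0.56 and -0.42.

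Both lists of marker genes below were written after their values were seen. Of 8 pluripotency genes, 7 were lower in the HTL treatment library, with a median of -0.68 (percentile 0.17). Pou5f1 had 25077 and 25570 reads and was the gene at rank 32 by FPKM in the control library. The 5 neuroectoderm genes had a median of -0.53 (percentile 15.6), with Pax6 at 69 and 66 reads and Sox1 at 48 and 12 reads. That median is Emx2, at 15 and 9 reads. With a mean of at least 50 reads the list's median was -0.059 (percentile 54.5), and with FPKM + 1 it was -0.18 (34.3). No explanation of these levels was tested.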
